# Inhibition of ACE Retards Tau Hyperphosphorylation and Signs of Neuronal Degeneration in Aged Rats Subjected to Chronic Mild Stress

**DOI:** 10.1155/2015/917156

**Published:** 2015-11-30

**Authors:** Said AbdAlla, Ahmed el Hakim, Ahmed Abdelbaset, Yasser Elfaramawy, Ursula Quitterer

## Abstract

With increasing life expectancy, Alzheimer's disease (AD) and other types of age-associated dementia are on the rise worldwide. Treatment approaches for dementia are insufficient and novel therapies are not readily available. In this context repurposing of established drugs appears attractive. A well-established class of cardiovascular drugs, which targets the angiotensin II system, is such a candidate, which currently undergoes a paradigm shift with regard to the potential benefit for treatment of neurodegenerative symptoms. In search for additional evidence, we subjected aged rats to chronic unpredictable mild stress, which is known to enhance the development of AD-related neuropathological features. We report here that four weeks of chronic mild stress induced a strong upregulation of the hippocampal angiotensin-converting enzyme (*Ace*) at gene expression and protein level. Concomitantly, tau protein hyperphosphorylation developed. Signs of neurodegeneration were detected by the significant downregulation of neuronal structure proteins such as microtubule-associated protein 2 (*Map2*) and synuclein-gamma (*Sncg*).* Ace* was involved in neurodegenerative symptoms because treatment with the brain-penetrating* ACE* inhibitor, captopril, retarded tau hyperphosphorylation and signs of neurodegeneration. Moreover,* ACE* inhibitor treatment could counteract glutamate neurotoxicity by preventing the downregulation of glutamate decarboxylase 2 (*Gad2*). Taken together,* ACE* inhibition targets neurodegeneration triggered by environmental stress.

## 1. Introduction

Alzheimer's disease (AD) is the most common form of dementia. While genetic factors are causally linked to familial AD, the pathogenesis of the predominant late-onset sporadic AD is diverse and less defined. Age is one of the best-documented risk factors for sporadic AD, which acts in concert with a wide array of brain insult-promoting vascular and metabolic factors such as hypertension, ischemia, diabetes, high cholesterol, and different forms of environmental stress and stress-related psychiatric symptoms, that is, depression and anxiety [1–3].

Experimental models of AD often reproduce genetic alterations whereas the impact of additional brain-damaging factors is more difficult to assess. The chronic unpredictable mild stress (CUMS) model imitates psychiatric risk factors such as psychological, psychosocial, and physical stress [4]. In agreement with the well-established impact of stress on neuronal viability, the model promotes signs of neuronal degeneration such as decreased synaptic transmission at hippocampal CA1-CA3 synapses, impaired neurogenesis, and cognitive dysfunction [5–7]. The sensitivity to stress in this model increases with age, a major factor of AD pathogenesis [8]. The relationship to AD is further supported by several studies, which show that the CUMS procedure worsens disease progression in genetic AD mouse models [9–11].

Moreover, the chronic mild stress protocol induces major neuropathological hallmarks of AD, that is, enhanced *β*-amyloid (A*β*) generation, tau hyperphosphorylation, and the appearance of various other AD markers [9, 11, 12]. In this respect, the chronic mild stress model could complement genetic AD models because the CUMS model solely relies on endogenously expressed proteins. In view of the recent failure of large clinical trials, which targeted *β*-amyloid plaques [13, 14], such alternative models, which imitate the disease process before the accumulation of A*β* plaques, could become of substantial value.

Inefficient A*β* plaque-targeting approaches also raise the necessity to identify players in AD pathogenesis, which could interrupt the disease process at an earlier stage [15]. For one player in AD pathogenesis a paradigm shift is currently on the way, which is the angiotensin system, notably the angiotensin-converting enzyme (*ACE*). While many studies considered* ACE* primarily as an enzyme that could promote proteolysis of *β*-amyloid in vitro [16–18], recent experimental and clinical studies provide strong evidence that inhibition of* ACE*-dependent angiotensin II generation in vivo could actually reduce signs of neurodegeneration in experimental AD models [19, 20] and slow the cognitive decline of patients with Alzheimer's disease [21–25].

In view of this emerging development, we aimed to further analyse the impact of* ACE* inhibition on early signs of neurodegeneration and applied the chronic unpredictable mild stress model in our study.

## 2. Materials and Methods

### 2.1. Chronic Unpredictable Mild Stress Model

Male Wistar rats (15 months of age) were subjected to the chronic unpredictable mild stress (CUMS) battery for four weeks. The CUMS protocol was performed essentially as described previously [8, 9]. After four weeks of stress, more than 90% of stressed rats showed signs of anhedonia as documented by a decrease in sucrose preference compared to nonstressed controls (i.e., <50% of sucrose consumption compared to nonstressed controls). The age-matched control group was housed under standard conditions and had free access to food and water. The captopril treatment group received captopril in drinking water (50 mg/kg/day, dissolved fresh every day) during the CUMS protocol. After 28 days of stress, at an age of 16 months, 4 h before the beginning of the dark phase, rats were anesthetized with ketamine and xylazine (100 mg/kg and 10 mg/kg, i.p.), and brains were removed and processed for immunohistology [9, 20]. For whole genome microarray gene expression profiling, biochemical analyses, and immunoblotting, the hippocampus was dissected out on ice and processed for further use as detailed below.

All animal experiments were performed in accordance with the NIH guidelines and were approved by the local committee on animal research (MRC, Ain Shams University Hospitals, Cairo, Egypt).

### 2.2. Whole Genome Microarray Gene Expression Profiling of Hippocampal Gene Expression

For whole genome microarray gene expression analysis, total hippocampal RNA was isolated from stressed rats and age-matched nonstressed control rats. Total RNA was processed for whole genome microarray gene expression profiling and hybridized to the GeneChip Rat Genome 230 2.0 Array (more than 31 000 probe sets, Affymetrix) as detailed previously [20]. The total RNA from 3 animals was pooled for one gene chip, and two gene chips are presented for each group. Microarrays were scanned with the Affymetrix GeneChip Scanner 7G, and signals were processed with a target value of 300 using GCOS (version 1.4, Affymetrix). Applied selection criteria for differently expressed genes (2-fold change requirement, just alpha, no false discovery correction, and *P* < 0.05) were validated specifically for drug treatment effects [20] and follow the guidelines of the Microarray Quality Control (MAQC) project for the identification of reproducible gene lists [26, 27]. Probe sets with significant difference (*P* < 0.05 and ≥2-fold difference, with call present and/or signal intensity ≥100) between stressed rats and nonstressed, age-matched control rats were used for GO classification. Microarray data are available at the NCBI GEO repository (GSE72062).

Gene expression of* Ace* and* Map2* in the hippocampus of stressed rats and nonstressed controls was determined by real-time quantitative (q) RT-PCR with a LightCycler 480 (Roche Diagnostics). Sequences of the forward and reverse primers were as follows:* Ace* forward 5′-GATTGCAGCCGGGCAACTTTTC-3′;* Ace* reverse 5′-CGGATCCGATGATCCTTCGC-3′;* Map2* forward 5′-CACTGGAAGAAGCCTCGAAGA-3′;* Map2* reverse 5′-CACGGGCATTTCGATGAACC-3′.

### 2.3. Immunoblotting, Immunohistology, and Biochemical Methods

Immunoblot detection of hippocampal proteins was performed with hippocampal tissue extracts as described [9, 20]. For immunohistology and immunofluorescence analysis, we used paraffin-embedded brain sections obtained from stressed and nonstressed rats (8 *μ*m, taken at 50 *μ*m intervals, 10–15 sections per set). The following antibodies were used for immunoblotting, immunofluorescence, and immunohistology: anti-Ace antibodies raised in rabbit against an antigen corresponding to amino acids 720–750 of mouse Ace [20]; anti-angiotensin II antibodies raised in rabbit against synthetic angiotensin II [20]; anti-APP/A*β* antibodies raised in rabbit against a peptide corresponding to amino acids 672–714 of human APP [20]; anti-AT1R antibodies raised in rabbit against an antigen corresponding to amino acids 306–359 of the mouse Agtr1a sequence [20]; anti-Gad65 antibody (clone N-GAD65, developed in mouse against a synthetic peptide corresponding to amino acids 4–22 of human GAD65); anti-Grin3a antibodies raised in rabbit against a synthetic peptide derived from the extracellular domain of rat Grin3a (Abcam); anti-MAP2 mouse monoclonal antibody generated against bovine microtubule-associated protein, MAP2 (Clone AP-20); anti-chondroitin sulfate proteoglycan NG2 mouse monoclonal antibody generated against a truncated form of NG2 (MAB5384); anti-PHF-tau pSer202 and pThr 205 antibody (mouse monoclonal antibody, clone AT8; Pierce); and anti-Sncg antibodies raised in goat against an internal region of human SNCG (Santa Cruz Biotechnology).

Hippocampal* Ace* activity was assessed with a fluorogenic substrate (Abz-FRK(Dnp)-P; Biomol) as described [20], and determination of hippocampal glutamic acid decarboxylase (Gad) enzyme activity was performed as detailed previously [8].

### 2.4. Statistical Analysis

The results are presented as means ± s.d. We used unpaired two-tailed Student's *t*-test for comparisons between two groups. Statistical significance was set at a *P* value of <0.05, unless otherwise specified.

## 3. Results

### 3.1. Chronic Unpredictable Mild Stress Induced Upregulation of Hippocampal Ace Protein and Gene Expression

Chronic stress worsens the progression of AD in patients and transgenic disease models [9–11] but underlying mechanisms are incompletely understood. Because the angiotensin-converting enzyme (*ACE*) is upregulated in brains of AD patients and mice [20], we asked for an interrelationship between* Ace* and stress. We used the chronic unpredictable mild stress model to investigate the role of* Ace* in stress-induced signs of neurodegeneration. Initially, we analysed the localization of* Ace* in stressed and nonstressed rat brain. Complementary to previous data with AD mice [20], endothelial cells lining a brain vessel of a stressed rat showed strong immunostaining for* Ace* (Figure 1(a)). Immunofluorescence localization of the pericyte marker, chondroitin sulfate proteoglycan* Ng2*, indicated that* Ace* was predominantly present in vascular endothelial cells whereas adjacent pericytes showed weaker staining for* Ace* (Figure 1(b)).

We further investigated the localization of* Ace* by immunohistology and focused on the hippocampal area because chronic mild stress induces profound changes at hippocampal CA3-CA1 synapses [7], that is, the brain area, which is highly susceptible to AD-related neuronal damage. In agreement with previous results [20], immunohistology analysis detected Ace immunoreactivity in cell bodies of hippocampal CA3 neurons (Figure 1(c)). Moreover, immunohistology revealed a strong increase in Ace immunoreactivity in hippocampal CA3 neurons of a stressed rat relative to that of a nonstressed control (Figure 1(c)).

In agreement with the increased Ace immunoreactivity, the gene expression level of hippocampal* Ace* was also significantly increased in stressed rats, that is, the hippocampal* Ace* gene expression level was 2.72 ± 0.43-fold higher in stressed rats compared to that in nonstressed controls (*P* = 0.0011; Figure 1(d)). Concomitantly, with* Ace* gene expression, the increased hippocampal Ace protein level of stressed rats was detected in immunoblot (Figure 1(e)). The increase in Ace protein was accompanied by a significantly elevated hippocampal* Ace* activity; that is, the hippocampal* Ace* activity was 2.09 ± 0.24-fold higher (*P* = 0.0001) in stressed rats compared to that in nonstressed controls (Figure 1(f)). The elevated* Ace* activity was also reflected by an increased hippocampal angiotensin II content in stressed rats relative to nonstressed controls (Figure 1(g)). Taken together, chronic unpredictable mild stress led to a significant upregulation of the Ace protein in the hippocampal area of stressed rats. As a consequence of* Ace* upregulation, the hippocampal angiotensin II content in stressed rats was elevated compared to that in nonstressed controls.

### 3.2. Tau Hyperphosphorylation in the Hippocampus of Stressed Rats

The strong upregulation of* Ace* in the hippocampus of stressed rats prompted us to search for signs of hippocampal neurodegeneration because previous data showed a causal relationship between* Ace* upregulation and signs of neurodegeneration in a genetic model of AD [20]. In this context we determined the level of tau hyperphosphorylation as a hallmark of AD. Immunohistological analysis demonstrated that four weeks of chronic unpredictable mild stress induced a strong increase in the level of phosphorylated tau protein in the hippocampus of an aged rat, as detected in a hippocampal section with anti-PHF (AT8) antibody (Figure 2(a)). Immunohistology also revealed that the increased tau phosphorylation was predominant in neurons of the CA1-CA3 region (Figure 2(a)). In contrast, PHF antibody staining was negligible in hippocampal neurons of the nonstressed control (Figure 2(a)).

Immunoblot detection of phosphorylated tau in hippocampal tissue extracts confirmed the immunohistology data and showed an increased level of hyperphosphorylated tau protein in stressed rats compared to that in nonstressed controls (Figure 2(b)). As an additional control, the total level of hippocampal tau protein was not different between stressed and nonstressed rats (Figure 2(b), lower panel). Taken together, the upregulation of* Ace* and angiotensin II in hippocampal neurons of stressed rats was accompanied by tau hyperphosphorylation.

*Ace*-dependent angiotensin II generation promotes signs of hippocampal neurodegeneration by activation of the AT1 receptor (AT1R) in a genetic AD model [20]. Complementary to those data, immunofluorescence analysis of a stressed rat brain showed AT1R immunoreactivity in hippocampal CA1 neurons, which also displayed accumulation of hyperphosphorylated tau protein (Figure 2(c)). Concomitantly, neuronal loss of a highly PHF-positive CA1 neuron was detected (Figure 2(c)). Thus, stress promoted* Ace*-dependent release of the AT1R-stimulating angiotensin II peptide together with tau hyperphosphorylation in hippocampal AT1R-positive neurons.

### 3.3. Whole Genome Microarray Gene Expression Profiling Detected Stress-Induced Signs of Hippocampal Neurodegeneration

We further investigated the impact of stress on signs of neurodegeneration and performed whole genome microarray gene expression profiling of hippocampal gene expression. 

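Chronic unpredictable mild stress exposes rats to a changing series of mild stressors and is used as a model of depression. Hippocampal RNA was profiled in aged male Wistar rats that were 15 months old at the start of the 4 weeks of stress and 16 months old at dissection. Stressed rats and nonstressed controls gave 2 arrays each, and each array carried RNA pooled from 3 rats. The text of the paper does not state whether the 2 pools of a group held different rats. Each p therefore measures only the spread between pools, part or all of which can be technical.

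The authors' signal intensities, made with GCOS 1.4 at the paper's target value of 300, were used as deposited. The median signals were 80.2 and 82.3 for stressed rats and 80.9 and 79.6 for nonstressed controls. Across the tested probe sets, which are not independent replicates, the log2 signals correlated with a Pearson r of 0.993 between the stressed arrays and 0.994 between the control arrays. Between the groups r was 0.972 to 0.974. Of 31042 probe sets other than Affymetrix controls, 14791 had a signal of at least 100 on at least 2 of the 4 arrays and were tested. Stressed rats were compared with nonstressed controls by limma on the log2 signals, with Benjamini-Hochberg adjustment over the tested probe sets. The study's thresholds, at least 2-fold at an unadjusted p under 0.05, were applied to the same comparison. The study also required a present call and/or a signal of at least 100. Detection calls were not used here, and the signal filter stood in for this condition. An exact permutation test of 2 arrays against 2 cannot give a two-sided p under 0.333. The gene lists, the rule for the genes to be named, the thresholds and most alternatives were written before the data were examined.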

Gene ontology (GO) analysis searched for differently expressed neuron-specific genes by applying neuron-specific GO terms, that is, neuron, axon, dendrite, and synapse. 

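The signals of many hippocampal transcripts differed between stressed and nonstressed rats, most of them by small amounts, and the large differences were mostly falls. At adjusted p under 0.05 from limma, 1771 probe sets rose and 1744 fell in stressed rats. The median size of these log2 fold changes was 0.39, and 2674 of them were under 1.5-fold. At 2-fold or more and unadjusted p under 0.05, 204 probe sets were lower and 32 were higher, of which 234 also passed adjusted p under 0.05. The lower ones with a single assigned gene were 151 probe sets of 149 genes, and the higher ones were 15 probe sets of 15 genes. The test the methods name, which takes the spread of each probe set from its own 4 arrays, called 18 probe sets at adjusted p under 0.05, against 3515 by limma, which shares the spread over probe sets.

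Changes were ranked among probe sets with a single gene name, a signal of at least 50 on all arrays and no overlap between the groups. The largest falls included transcripts of the RNA-binding proteins Rbfox2, Elavl1 and Msi2. Rbfox2 had a log2 fold change of -2.33 (adjusted p = 5.37e-06 from limma). Elavl1 had a log2 fold change of -2.28 (adjusted p = 3.41e-06 from limma), while its other tested probe set, at -0.27, did not pass the test. Both tested probe sets of Msi2 fell, by log2 fold changes of -1.88 and -0.20. Nipsnap2 fell by a log2 fold change of -2.52 (adjusted p = 6.98e-05 from limma), and its other probe set by -0.67. Tiparp, Zeb2, Akap5, Zbtb41 and Arhgap32 had log2 fold changes from -1.91 to -2.31, and the other tested probe sets of Tiparp and Zeb2 did not pass the test. Among the ranked probe sets the largest rise was that of Plac9, with a log2 fold change of 1.47 (adjusted p = 3.16e-05 from limma). The dimmer probe set of Ace rose by 1.34 but had a control signal of 48.8 and was not ranked. The tight-junction gene Cldn2 rose by 1.20 and coagulation factor gene F5 by 1.17 on the log2 scale. Both stand in the list of choroid plexus markers, of which 13 of 21 rose and none fell at adjusted p under 0.05 from limma. At unadjusted p under 0.05, 15 of these markers were higher and 1 lower. The test the methods name called none of them at adjusted p under 0.05. Dnm2, Lef1, Pnpla1, Pdk2, Fam135a, Eml1 and Pik3c2b rose by 0.98 to 1.11. The calls of Dnm2, Lef1 and Pik3c2b were not all kept when an array was left out, which also lowers the power. That of Dnm2 was lost without control replicate 2, that of Lef1 without stressed replicate 2 or control replicate 1, and that of Pik3c2b without control replicate 1. The calls of Dnm2 and Lef1 were also lost without an intensity trend.

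Neuronal genes moved in both directions at adjusted p, while those that passed the study's thresholds were lower. The 6 lists of cytoskeletal, transport, presynaptic, postsynaptic, glutamate receptor and GABA genes held 191 tested genes, each counted at its brightest probe set. Of these, 44 rose, 35 fell and 112 did not pass adjusted p under 0.05. When adjusted over the list alone, 51 rose and 40 fell. Without an intensity trend in the moderation, 11 rose and 23 fell. With the replicate number as a block 27 rose and 30 fell, and with no filter on dim probe sets 27 rose and 34 fell. Falls outnumbered rises in these settings. With the mean of all probe sets of a gene, 38 rose and 46 fell. At the study's thresholds 12 of the 191 genes were lower and none was higher, by limma or by the test the methods name, although 1 was higher without control replicate 1 and 1 of 233 genes with no filter on dim probe sets. The count with no filter leaves out the study's condition on calls and signals. With an offset of 50, 7 of the 191 genes were lower at the study's thresholds and none was higher. At unadjusted p under 0.05 alone, 64 were higher and 42 lower. Of the 279 tested probe sets of these genes, 19 (6.81%) were lower at those thresholds, against 1.16% of the probe sets of other genes. However, 15 of the 191 genes are shown in Fig. 3, and a list the study chose on these samples is not independent evidence. Without the genes of Fig. 3, 5 of 253 probe sets (1.98%) were lower, those of Akap5, Gabra2, Grin2b, Grm5 and Pafah1b1, the last named after its values were seen.

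The counts depended on the number of arrays and on the filter for dim probe sets. At adjusted p, both rises and falls were fewer in each removal of an array. A removal leaves 1 array in a group and less power, so a lower count does not by itself point to a single array. The number of probe sets that rose was 1148 without stressed replicate 1, 1135 without stressed replicate 2, 817 without control replicate 1 and 650 without control replicate 2. The number that fell was 910 and 791 without control replicates 1 and 2. The neuronal genes that rose were 18 without stressed replicate 1, 20 without control replicate 1 and 19 without control replicate 2. When every probe set was tested, 680 were higher and 563 lower at 2-fold or more and unadjusted p under 0.05. This count leaves out the study's further condition of a present call and/or a signal of at least 100.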

Following established selection criteria for significantly different probe sets (≥2-fold difference and *P* < 0.05), the GO analysis documented that stress triggered the significant downregulation of neuron-specific genes, which were categorized according to the cellular localization of the respective proteins, that is, cytoplasm and membrane (Figures 3(a) and 3(b)).

The list of significantly downregulated genes encompasses major neuronal structure proteins such as microtubule-associated protein 2 (*Map2*) and synuclein-gamma,* Sncg* (Figure 3(a)). 

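Map2 stabilises the microtubules of dendrites, and its 2 tested probe sets moved in opposite directions. The probe set shown in Fig. 3(a) had a signal of 338.7 ± 31.8 (SD, n = 2 arrays) in stressed rats and 1186 ± 50.2 in nonstressed controls. This was a log2 fold change of -1.81 (standard error 0.08, adjusted p = 1.63e-05 from limma). The brighter probe set of Map2 rose from 6176 ± 60.2 to 8073 ± 26.6, a log2 fold change of 0.39 (standard error 0.04, adjusted p = 8.93e-04 from limma). Sncg, which encodes synuclein-gamma, fell from 549.9 ± 0.566 to 156.2 ± 18.8, a log2 fold change of -1.82 (standard error 0.11, adjusted p = 4.63e-05 from limma). It was the only tested probe set of Sncg. Cplx2, which encodes a regulator of vesicle release, had a log2 fold change of -1.47 (standard error 0.05, adjusted p = 5.37e-06 from limma), also at its only tested probe set.

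Other genes of the neuronal cytoskeleton and of axonal transport moved in both directions. Of 39 tested genes of microtubules and the neuronal cytoskeleton, 11 rose and 4 fell at adjusted p under 0.05 (12 and 4 when adjusted over the list alone). Map2 entered this list by its brighter probe set, and with the mean of all probe sets of a gene 7 rose and 7 fell. Map1a rose by 0.54 on the log2 scale and Sptbn1 by 0.35 at the brightest of its 3 probe sets, while Mapre2 fell by 0.42. Among 28 genes of kinesins and axonal transport, 9 rose and 5 fell (10 and 5 when adjusted over the list alone). Kif3a fell by 1.05, Kif1a by 0.74 and Trak2 by 0.40, whereas the other tested probe sets of these genes did not pass the test. Klc2 rose by 0.39. Of 44 genes of presynaptic vesicle release, 11 rose and 4 fell (11 and 5 when adjusted over the list alone). Syn1 rose at both tested probe sets, by 0.27 and 0.53, the former not without an intensity trend (adjusted p = 0.0553), and Syt12 fell by 0.49, with an adjusted p of 0.0508 without control replicate 1. None of these 3 lists shifted against the other genes (limma camera, adjusted p 0.295, 0.295 and 0.61; median log2 fold changes 0.05, 0.08 and 0.10, the mean of the presynaptic list being -0.02). Without an intensity trend 4, 3 and 1 genes of the 3 lists rose and 2, 3 and 3 fell. Across the removals of stressed replicate 1, control replicate 1 and control replicate 2, the genes that rose numbered 7, 6 and 6 in the cytoskeletal list, 5, 5 and 5 in the transport list and 2, 2 and 3 in the presynaptic list. In the presynaptic list 7 rose without stressed replicate 2. Falls numbered 2 in the cytoskeletal list without either control replicate and 3 in the transport list without stressed replicate 2 or control replicate 2.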

Because the loss of neuronal* Map2* is a characteristic feature of AD-related neurodegeneration, which is causally linked to stress-induced tau hyperphosphorylation [9, 28], we performed immunolocalization of the hippocampal* Map2*. Immunohistology analysis detected the decreased* Map2* content in hippocampal CA1 neurons of a stressed rat compared to that of a nonstressed control (Figure 3(c)). The stress-induced downregulation of the hippocampal Map2 protein was further confirmed by qRT-PCR (Figure 3(d)). Together these data indicate that chronic unpredictable mild stress led to tau hyperphosphorylation and decreased the level of neuron-specific genes such as* Map2*. The decreased expression of neuronal structure proteins complements previous data, which show that chronic mild stress triggers alterations of hippocampal synapses and promotes a decrease in dendritic spine density [7].

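Glutamate is converted to the inhibitory transmitter GABA by 2 decarboxylases, encoded by Gad2 and Gad1. The Gad2 transcript was lower in stressed rats, and that of Gad1 did not pass the test. The signal of Gad2 was 144.9 ± 9.62 (SD, n = 2 arrays) in stressed rats and 385.4 ± 26.9 in nonstressed controls. This was a log2 fold change of -1.41 (standard error 0.11, adjusted p = 1.69e-04 from limma) at its only tested probe set. Gad1, named after its values were seen, had signals of 3871 and 3834 and a log2 fold change of 0.01 (standard error 0.05, adjusted p = 0.866 from limma). Slc32a1, which loads GABA into vesicles, fell by 0.38 on the log2 scale (adjusted p = 0.0036 from limma).

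Genes of GABA signalling moved in both directions. Of 17 tested genes of GABA synthesis, transport and receptors, 5 rose and 5 fell (6 and 5 when adjusted over the list alone). The receptor subunit genes Gabra2 and Gabrg1 fell by 1.04 and 0.74, the latter named after its values were seen, and Aldh5a1, which acts in GABA breakdown, rose by 0.37 at the brighter of its 2 tested probe sets. The median of this list was 0.01 and its mean -0.13, and it did not shift against other genes (limma camera, adjusted p = 0.744). The genes that rose numbered 1 without an intensity trend, 1 without stressed replicate 1, 2 without control replicate 1 and 3 without control replicate 2.

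Some interneuron markers were lower in stressed rats. Of 17 tested interneuron markers 5 fell, and 5 when adjusted over the list alone. These were Gad2, which is shown in Fig. 3, Slc32a1, Npy (-0.38), Penk (-0.42) and Cck (-0.24), the last named after its values were seen. No marker rose by limma, and none was higher at unadjusted p under 0.05, where 6 were lower. The test the methods name called no marker in either direction at adjusted p under 0.05. The list shifted downward with a median log2 fold change of -0.10 (limma camera, adjusted p = 0.0122). It included Gad2 (-1.41), which the study chose on these samples for its fall, and the shift was not tested without Gad2. The shift did not pass with an estimated correlation between genes (adjusted p = 0.643) or without stressed replicate 2 (adjusted p = 0.0642).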

The expression of glutamic acid decarboxylase 2 (*Gad65/Gad2*) was also downregulated by chronic unpredictable mild stress (Figure 3(a)). The decreased* Gad65* expression could account for the significantly decreased hippocampal Gad enzyme activity, which was measured in hippocampal tissue extracts of stressed rats compared to that of nonstressed controls (Figure 3(e)). The ensuing decreased metabolism of the excitatory neurotransmitter, glutamate, could be partially responsible for the increased tau phosphorylation under chronic mild stress [8, 29]. In addition to the decreased glutamate degradation, the expression of the inhibitory and neuroprotective NMDA receptor subtype* Grin3a* (NR3A) [30, 31] was also downregulated by stress (Figure 3(b)). 

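Grin3a encodes an NMDA receptor subunit that lowers the calcium flow of the channel. The signal of Grin3a fell from 139.65 ± 4.88 (SD, n = 2 arrays) in nonstressed controls to 63.9 ± 9.76 in stressed rats. This was a log2 fold change of -1.14 (standard error 0.17, adjusted p = 0.0035 from limma). It was the only tested probe set of the gene, and both stressed signals lay under the minimum of 100.

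The transcripts of further glutamate receptors fell as well. Grin2b, which encodes another NMDA receptor subunit, fell from 468.65 ± 31.3 to 103.2 ± 1.70 (log2 fold change -2.18, standard error 0.10, adjusted p = 2.44e-05 from limma). The NMDA receptor subunit gene Grin2a had a log2 fold change of -0.91 (standard error 0.06, adjusted p = 7.85e-05 from limma). Grm5, which encodes a metabotropic receptor, had a log2 fold change of -1.55 (standard error 0.07, adjusted p = 1.63e-05 from limma). Each of these 3 genes had 1 tested probe set. Neto2, an auxiliary subunit of kainate receptors, fell by 1.06 on the log2 scale, but its other tested probe set, at 0.18, did not pass the test.

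Of 23 tested genes of glutamate receptors and their auxiliary subunits, 8 fell at adjusted p under 0.05 from limma, and 8 fell and 1 rose when adjusted over the list alone. None rose over all probe sets, while 4 were higher and 9 lower at unadjusted p under 0.05. The test the methods name called no gene of the list in either direction at adjusted p under 0.05. After median centring 1 gene rose, as with the replicate number as a block, and 2 rose without control replicate 1. The list did not shift against other genes (limma camera, adjusted p = 0.172), and its median was 0.02 and its mean -0.23. Of 41 tested genes of the postsynaptic scaffold, 8 rose and 9 fell (10 and 11 when adjusted over the list alone). Akap5, an anchor of kinases at the synapse, and Homer2 fell by 1.93 and 1.52. Ppp3r1 fell by 0.39 and Abi2 rose by 0.43. This list had a median of 0.03 and a mean of -0.09 and did not shift (limma camera, adjusted p = 0.744). Without an intensity trend 2 of its genes rose and 5 fell. Its rises numbered 3 without stressed replicate 1, 3 without control replicate 1 and 2 without control replicate 2, and its falls 5 without either control replicate.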

Immunohistology data complemented the microarray study and showed abundant membrane-localized Grin3a protein in hippocampal CA1 neurons of a nonstressed control whereas the neuronal Grin3a protein was barely detectable in the hippocampal neurons of a stressed rat (Figure 3(f)). As a consequence of stress-induced* Grin3a* (NR3A) downregulation, glutamate excitotoxicity, for example, triggered by decreased Gad enzyme activity, could be further augmented [30, 31]. 

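The transcripts of glial cells and of tau kinases differed in both directions, and among activity-regulated genes more fell than rose at the test. Fos had a log2 fold change of -0.76 (adjusted p = 0.00299 from limma) and Bdnf one of -0.58 (adjusted p = 0.00124 from limma). Dusp6 fell by 0.54 and Nr4a3 by 0.63 on the log2 scale, whereas the other tested probe sets of these genes did not pass the test. Of 25 activity-regulated immediate early genes 7 fell and 1 rose (8 and 1 when adjusted over the list alone), with a median of -0.14 and no shift of the list (limma camera, adjusted p = 0.0707).

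Some genes of glutamate clearance and metabolism rose. Of 15 tested genes of glutamate clearance and metabolism 6 rose and none fell by limma (7 and 1 when adjusted over the list alone), against 7 higher and 1 lower at unadjusted p under 0.05. At adjusted p under 0.05 the test the methods name called no gene of this list or of the cytokine list in either direction. The astrocyte glutamate transporter gene Slc1a3 rose by 0.37 at its brightest probe set, while a dimmer one fell by 0.43, as did a dimmer one of Slc38a1, named after its values were seen, by 0.84. Slc1a4, which encodes a neutral amino acid transporter, rose by 0.51 and Slc7a11, which encodes a cystine and glutamate exchanger, by 0.30, the latter with an adjusted p of 0.0501 without control replicate 2. The list did not shift (limma camera, adjusted p = 0.174; median 0.19). The genes that rose numbered 3 without stressed replicate 1 and 2 without control replicate 2, and 1 gene fell without stressed replicate 2.

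The 3 tested probe sets of App had log2 fold changes of 0.02, 0.10 and 0.02 and did not pass the test. Mapt fell by 0.48 at 1 of its probe sets (adjusted p = 0.00185 from limma). It rose by 0.20 and 0.18 at the other two, which did not pass without stressed replicate 1 or either control replicate. Of 27 genes of tau kinases and phosphatases 5 rose and 3 fell, of 22 genes of amyloid precursor processing 3 rose and 3 fell, and the counts were the same when adjusted over the list alone. Gsk3b fell by 0.60. Csnk2a1 fell by 0.59 at its brightest tested probe set, but another probe set of the gene rose by 0.25. In the amyloid list Aph1a fell by 0.76 and Lrp1 rose by 0.62. Of 25 genes of the unfolded protein and heat shock response 6 rose and 4 fell (8 and 4 when adjusted over the list alone), with Hspa4 lower by 1.02 and Bag3 higher by 0.69. These lists did not shift against other genes (limma camera, adjusted p 0.889, 0.815 and 0.562; medians 0.03, 0.02 and 0.10, the mean of the tau list being -0.01). Rises in the tau list numbered 1, 2, 2 and 1 without stressed replicate 1, stressed replicate 2, control replicate 1 and control replicate 2, and falls 1 without either control replicate. Rises in the heat shock list numbered 3 without stressed replicate 1 or control replicate 1 and 1 without control replicate 2.

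Among 18 astrocyte markers 2 rose and 2 fell, among 17 markers of microglia and macrophages 1 rose and 4 fell, and among 22 oligodendrocyte markers 3 rose and 6 fell. When adjusted over the list alone, the counts were 2 and 2, 1 and 5, and 3 and 6. Their camera adjusted p was 0.815, 0.266 and 0.42, and their medians were 0.04, -0.11 and -0.04. Of the microglial genes, 1 fell without stressed replicate 2 or control replicate 1 and none without control replicate 2, while 2 rose without stressed replicate 1 and none in the other removals. Of the oligodendrocyte genes, 1 rose without stressed replicate 1 or either control replicate, and 3 and 2 fell without control replicates 1 and 2. Vim fell by 0.49 and Slc4a4 rose by 0.37 at its brighter probe set, while its other one fell by 0.57, and Ugt8 fell by 0.62, while Cd74 fell by 0.54 with an adjusted p of 0.0501 without control replicate 2. Of 15 genes of inflammatory cytokines and the acute phase 2 rose, C3 by 0.88 and Nfkbia by 0.44, and 2 when adjusted over the list alone. None fell by limma, and at unadjusted p under 0.05, 3 were higher and none was lower. The cytokine list did not shift (limma camera, adjusted p = 0.562; median 0.06). Nfkbia did not pass without stressed replicate 2, control replicate 1 or control replicate 2 (adjusted p up to 0.0894).

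**Figure D1:**
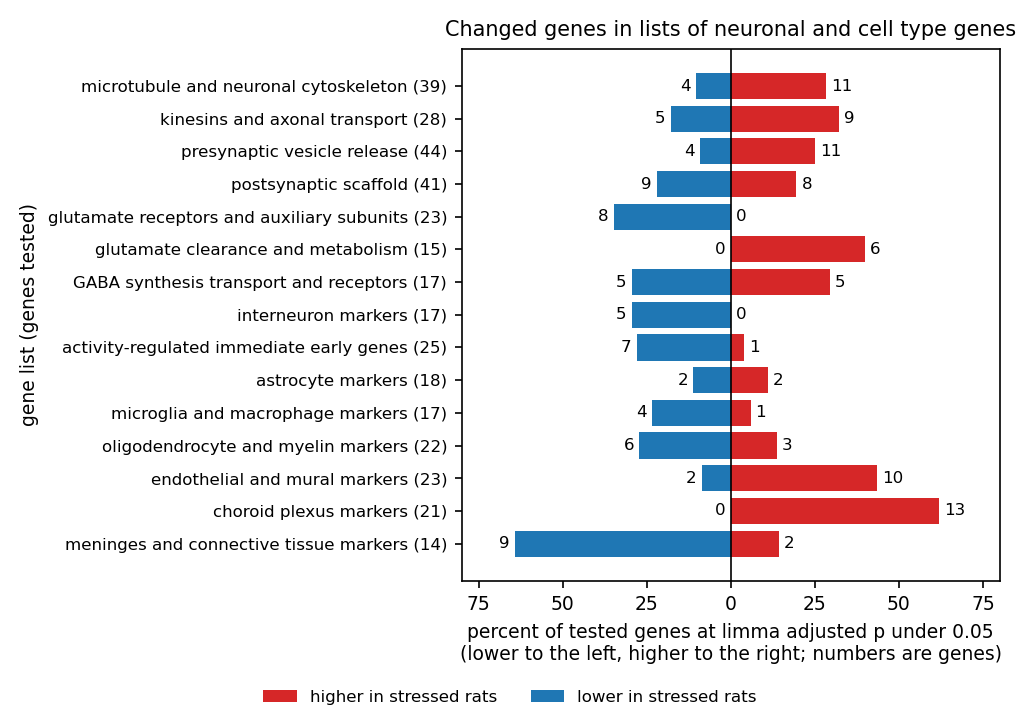
Percent of the tested genes of 15 lists that were higher (red, to the right) or lower (blue, to the left) in stressed rats at limma adjusted p under 0.05, with the number of genes at each bar and the number tested in brackets. Of the glutamate receptor genes 8 of 23 were lower, and of the glutamate clearance and metabolism genes 6 of 15 were higher.

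From the lower Gad2 transcript and the decreased Gad enzyme activity, the paper proposes that less glutamate is metabolised, which could be partly responsible for the increased tau phosphorylation. From the lower Grin3a, it proposes that glutamate excitotoxicity could be augmented further.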

Taken together, whole genome microarray gene expression profiling detected signs of neurodegeneration and markers of enhanced glutamate excitotoxicity in the hippocampus of stressed rats.

### 3.4. Treatment with the Brain-Penetrating* ACE* Inhibitor, Captopril, Retarded Signs of Neurodegeneration Induced by Chronic Mild Stress

In view of the strongly upregulated Ace protein, we asked whether treatment with the brain-penetrating* ACE* inhibitor, captopril, could affect the process of neurodegeneration triggered by stress. Aged rats were treated with captopril during the chronic unpredictable mild stress procedure. As a sign of neurodegeneration, we determined the hippocampal tau phosphorylation. Immunohistology analysis revealed a substantially decreased level of hyperphosphorylated tau protein in hippocampal CA3 neurons of a stressed rat with captopril treatment relative to that of a stressed control without* ACE* inhibitor treatment (Figure 4(a)). Immunoblot detection of hyperphosphorylated tau confirmed immunohistology data and demonstrated the decreased hyperphosphorylated tau protein content in the hippocampus of stressed rats with captopril treatment relative to that of stressed rats without treatment (Figure 4(b)). Concomitantly, with the decreased tau phosphorylation, the stress-induced loss of synuclein-gamma (*Sncg*) was also retarded by* ACE* inhibition with captopril (Figure 4(c), upper panel).

We next assessed the hippocampal Gad65 protein level and activity. Immunoblot analysis showed that captopril treatment counteracted the stress-induced decrease in hippocampal Gad65 protein (Figure 4(c), lower panel). The preserved Gad65 protein was accompanied by a significantly higher hippocampal Gad activity in stressed rats with captopril treatment compared to that in stressed rats without treatment (Figure 4(d)). Taken together, our data indicate that inhibition of* ACE* with a brain-permeable* ACE* inhibitor retarded the stress-induced tau hyperphosphorylation and counteracted the downregulation of Gad activity triggered by chronic mild stress.

Previous studies indicate that chronic mild stress enhances the generation of A*β* as a major neuropathological feature of AD [12] while* ACE* inhibition decreases the hippocampal A*β* level, as documented in a genetic AD model [20]. The increased A*β* generation could be a consequence of the stress-induced increase in the steady-state level of the amyloid beta (A4) precursor protein (App) [32]. Complementary to those data, immunoblot analysis detected the high hippocampal App load in stressed rats without treatment whereas the hippocampal App content was substantially decreased in stressed rats with* ACE* inhibitor treatment (Figure 4(e), upper panel). Concomitantly, immunoblot analysis revealed that the hippocampal A*β* level was also decreased in stressed rats with ACE inhibitor treatment compared to that in stressed rats without treatment (Figure 4(e), lower panel).

## 4. Discussion

### 4.1. Chronic Unpredictable Mild Stress Triggered Signs of Hippocampal Neurodegeneration

Our study applied the chronic unpredictable mild stress model, which imitates major features of sporadic AD such as tau hyperphosphorylation, enhanced A*β* generation, and other signs of dendritic and synaptic degeneration [7, 12]. In agreement with those previous studies, we also found that chronic mild stress triggered signs of hippocampal neurodegeneration, which was documented by hippocampal tau hyperphosphorylation, decreased levels of major neuronal proteins such as* Map2* and* Sncg*, and an increased level of A*β*-generating App. Concomitantly, with AD-related signs of neurodegeneration, glutamate excitotoxicity-enhancing features appeared such as decreased Gad65 protein level and enzyme activity and decreased hippocampal expression of the glutamate-inhibitory NMDA receptor subtype,* Grin3a* (NR3A). The ensuing sensitization of glutamate excitotoxicity could contribute to stress-induced signs of neurodegeneration because glutamate excitotoxicity is a major factor, which contributes to neurodegeneration and tau hyperphosphorylation [29].

### 4.2. Chronic Mild Stress Induced Upregulation of Hippocampal Ace Protein and Activity

In search for additional stimuli, which could account for the development of stress-induced signs of neurodegeneration, our study detected a significantly increased hippocampal protein level of the angiotensin II-generating enzyme,* Ace*. Immunohistology analysis localized the upregulated Ace protein not only in brain vessels but also in neuronal cell bodies of the hippocampus. Concomitantly, an increased hippocampal* Ace* activity and angiotensin II peptide level were detected. The upregulation of neuronal* Ace* expression and protein level could be a direct consequence of the stress-induced activation of the hypothalamic pituitary adrenocortical (HPA) axis because several studies found that* ACE* expression was triggered by glucocorticoids and glucocorticoid receptor activation [33–35].

### 4.3. *ACE* Inhibition Retarded Signs of Neurodegeneration Induced by Chronic Mild Stress

The upregulated Ace protein could be causally involved in signs of neurodegeneration triggered by chronic mild stress because treatment with the brain-penetrating* ACE* inhibitor, captopril, retarded the development of signs of stress-induced neurodegeneration, that is, tau hyperphosphorylation, downregulation of neuronal proteins, decreased Gad enzyme activity, and increased hippocampal App level.

The mechanism underlying the neuroprotective activity of central* ACE* inhibition is not entirely understood. Several studies indicated that the neuroprotective effect of central* ACE* inhibition is largely due to a decrease in angiotensin II generation and subsequently blunted activation of the angiotensin II AT1 receptor, AT1R [20, 36–40]. Such conclusion is supported by data, which show the involvement of angiotensin II-AT1R in major neuropathological features such as tau hyperphosphorylation [37], enhanced glutamate release [38], and increased A*β* formation [20, 39, 40]. In addition to direct neuroprotection, inhibition of the* ACE*-AT1R axis could also counteract the stress response by blunting the release of ACTH [41]. In agreement with a role of the* ACE*-angiotensin II-AT1R axis in stress-induced neurodegeneration, we found that the hippocampal angiotensin II content was increased by stress, and hippocampal neurons with hyperphosphorylated tau protein and overt neurodegeneration were AT1R-positive.

In view of the stress-induced upregulation of the hippocampal* Ace* and the neuroprotective activity of* ACE* inhibition in the chronic mild stress model, our data support a causative role of* ACE* in stress-induced neurodegeneration. Because the model reproduces major features of sporadic AD (i.e., tau hyperphosphorylation, A*β* generation, and glutamate excitotoxicity), our study could provide a rationale for the documented efficacy of centrally active* ACE* inhibitors in several clinical studies, which showed retardation of AD-related cognitive decline as a major sign of neurodegeneration [21–25]. In this context, the suggested repurposing of* ACE* inhibitors for clinical conditions related to AD and other types of dementia [42] could be a potential option, which deserves further study.

## 5. Conclusion

Inhibition of* ACE* with the centrally acting captopril retarded the development of hippocampal tau phosphorylation, signs of neurodegeneration, and amyloid beta (A4) precursor protein (App) upregulation in rats subjected to chronic unpredictable mild stress, as a model, which reproduces major pathological features of sporadic AD.

## Figures and Tables

**Figure 1:**
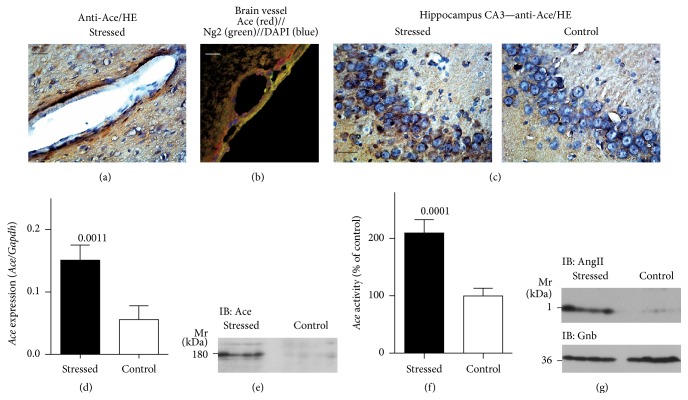
Chronic unpredictable mild stress induced upregulation of hippocampal Ace protein and gene expression. (a) Immunohistological localization of Ace in a brain vessel of a stressed rat. Nuclei were stained with hematoxylin (HE); bar: 20 *μ*m. (b) Immunofluorescence localization of Ace (red) and the pericyte marker Ng2 (green) in a brain vessel of a stressed rat. Ace was detected with affinity-purified rabbit anti-Ace antibodies followed by F(ab)_2_ fragments of Alexa Fluor 546-labeled (red) secondary antibodies, and Ng2 was detected with affinity-purified murine anti-NG2 antibody followed by F(ab)_2_ fragments of Alexa Fluor 488-labeled (green) secondary antibodies. Nuclei were stained with DAPI (bar: 20 *μ*m). (c) Immunohistological localization of Ace in hippocampal CA3 neurons of a stressed rat (left) relative to a nonstressed control (right). Nuclei were stained with hematoxylin (HE); bar: 20 *μ*m. Histological experiments are representative of 4 rats/group (a–c). (d) Hippocampal* Ace* gene expression was determined by qRT-PCR and is presented as the ratio of* Ace*/*Gapdh* expression (±s.d.; *n* = 4; *P* = 0.0011). (e) Immunoblot detection of the hippocampal Ace protein with anti-Ace antibodies in stressed rats relative to nonstressed controls (*n* = 4/group). (f) Hippocampal* Ace* activity of stressed rats relative to nonstressed controls (i.e., 100%; ±s.d., *n* = 8; *P* = 0.0001). (g) The hippocampal angiotensin II content was determined by immunoblot in stressed rats relative to nonstressed controls (upper panel). The lower panel shows a control immunoblot, which detects Gnb (*n* = 4/group).

**Figure 2:**
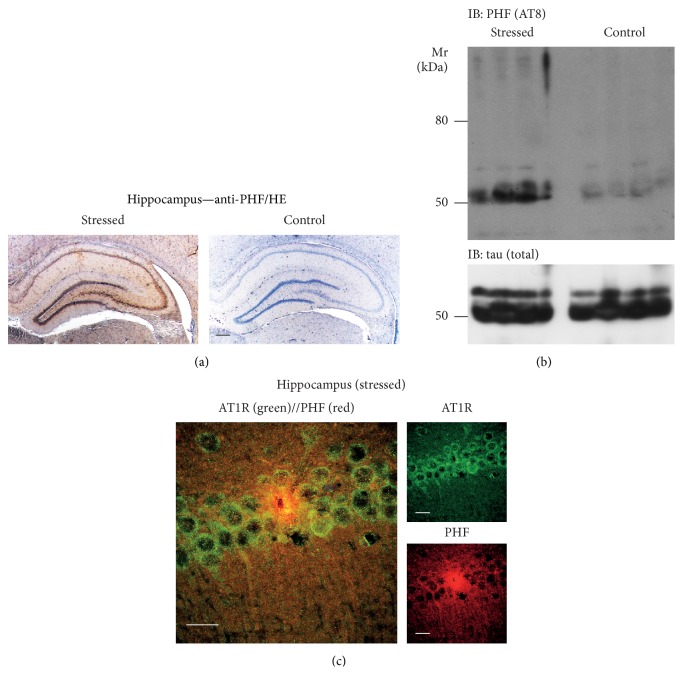
Tau hyperphosphorylation in the hippocampus of stressed rats. (a) Immunohistological detection of the hyperphosphorylated tau protein (anti-PHF) in the hippocampus of a stressed rat (left panel) relative to a nonstressed control (right panel). Nuclei were counterstained with hematoxylin (HE; bar: 200 *μ*m). (b) Immunoblot detection of hyperphosphorylated tau in hippocampal extracts of stressed rats relative to nonstressed controls was performed with anti-PHF antibody (IB: PHF (AT8)). The lower panel is a control immunoblot detecting total tau protein (*n* = 4/group). (c) Immunofluorescence localization of AT1R (green) and PHF (red) in hippocampal CA1 neurons of a stressed rat (bar: 20 *μ*m). The AT1R was detected with affinity-purified rabbit anti-AT1R antibodies followed by F(ab)_2_ fragments of Alexa Fluor 488-labeled (green) secondary antibodies, and hyperphosphorylated tau was visualized with affinity-purified mouse anti-PHF antibody followed by F(ab)_2_ fragments of Alexa Fluor 546-labeled secondary antibodies (red). Histological experiments are representative of 4 rats/group ((a) and (c)).

**Figure 3:**
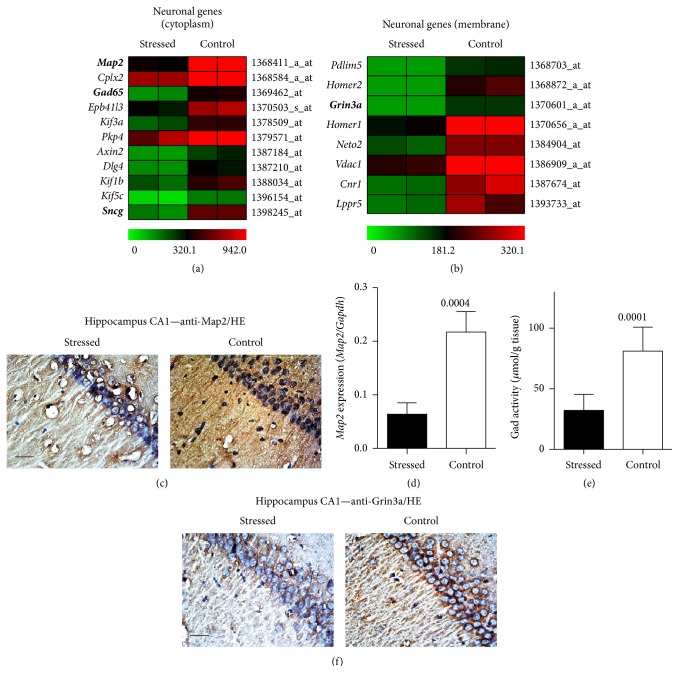
Whole genome microarray gene expression profiling detected stress-induced signs of hippocampal neurodegeneration. (a) and (b) Whole genome microarray gene expression profiling of hippocampal gene expression documents that stress promoted the significant downregulation of probe sets detecting neuron-specific genes with cytosolic localization (a) or membrane localization (b) according to GO analysis. All probe sets were significantly downregulated in the hippocampus of stressed rats relative to nonstressed controls (*P* < 0.05 and ≥2-fold difference). The heat map visualizes signal intensities (centered to the median value). (c) Immunohistological detection of Map2 in hippocampal CA1 neurons of a stressed rat (left panel) relative to a nonstressed control (right panel; bar: 20 *μ*m). (d) Hippocampal* Map2* expression level was determined by qRT-PCR and is presented as the ratio of* Map2*/*Gapdh* expression (±s.d.; *n* = 4; *P* = 0.0004). (e) Hippocampal Gad activity of stressed rats relative to nonstressed controls (±s.d.; *n* = 8; *P* = 0.0001). (f) The decreased hippocampal Grin3a protein level of a stressed rat (left panel) relative to that of a nonstressed control (right panel) was detected by immunohistology in hippocampal CA1 neurons; bar: 20 *μ*m. Immunohistology data are representative of 4 rats/group ((c) and (f)).

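The 19 probe sets of Fig. 3 represent 19 neuronal genes, and all of them fell in stressed rats. The study chose them on these samples for their falls, so this is not independent evidence. The highest adjusted p from limma was 0.00363. The log2 fold changes had a median of -1.27, and the largest was -1.82. At 2-fold or more and unadjusted p under 0.05, 17 of the 19 were lower by limma. Axin2 and Homer1, each with a fold of 0.501 of the control signal from the log2 signals, were just short of 2-fold. By the ratio of mean signals, 0.499 for each, both reached it. Kif5c, Homer2 and Cnr1 had log2 fold changes of -1.81, -1.52 and -1.44, and Pdlim5 and Vdac1 had changes of -1.01 and -1.03. The probe set of Kif1b (-1.20) is annotated with several genes, and Lppr5 is now named Plppr5.

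Other probe sets of the same genes mostly did not pass adjusted p under 0.05. Most had negative log2 fold changes, but smaller ones than in Fig. 3. In 11 of the genes, 13 other probe sets were tested, with a median log2 fold change of -0.08 and a range from -0.39 to 0.39. Of these 2 rose, 3 fell and 8 did not pass adjusted p under 0.05, and 11 were brighter than the probe set shown. Pkp4 fell by 1.30 at the probe set of Fig. 3, but its other, brighter one rose by 0.30 (adjusted p = 0.0025 from limma). The other probe sets of Cnr1 and Dlg4 had log2 fold changes of -0.04 each, against -1.44 and -1.13 in Fig. 3. Those that fell were of Homer1 (-0.39), Vdac1 (-0.38) and Kif5c (-0.22). The fall of the Homer1 probe set did not pass without stressed replicate 2, control replicate 1 or control replicate 2 (adjusted p up to 0.101), and that of Kif5c not without stressed replicate 2 or control replicate 2 (up to 0.0835). The other 8 genes, among them Gad2, Sncg, Cplx2 and Grin3a, had no other tested probe set.

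**Figure D2:**
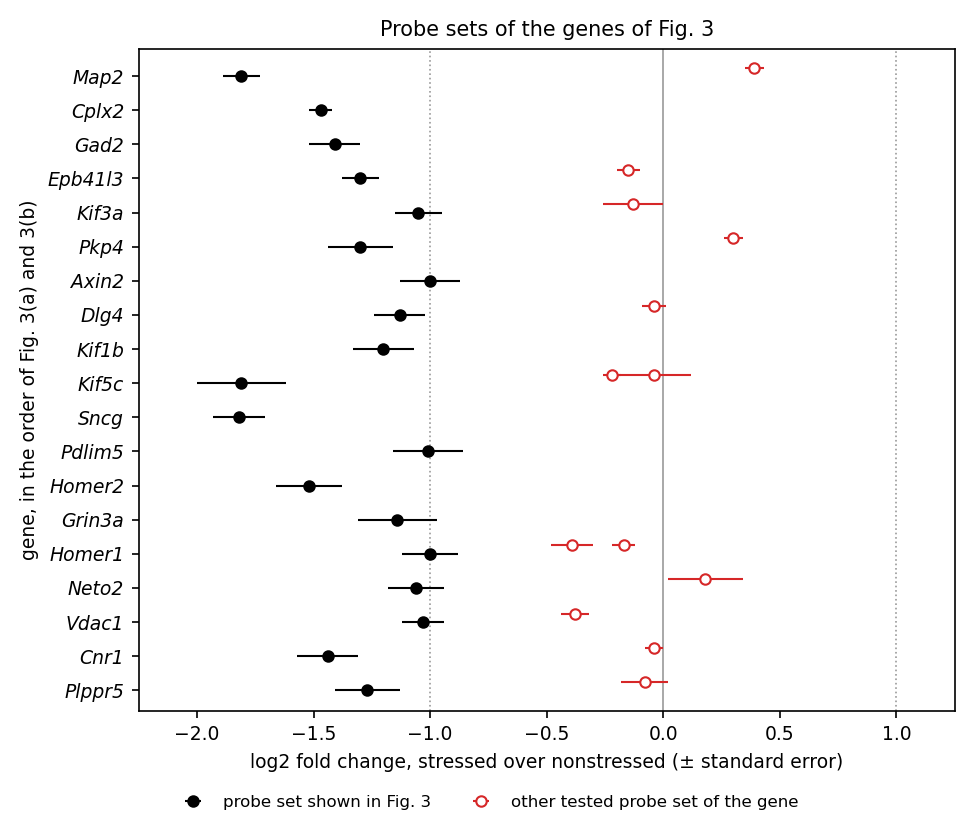
Log2 fold change of stressed over nonstressed rats, with its standard error from 2 arrays per group, for the 19 probe sets of Fig. 3 (black) and the 13 other tested probe sets of the same genes (red). The dotted lines mark 2-fold; the black points lie between -1.82 and -1.0 and the red points between -0.39 and 0.39.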

**Figure 4:**
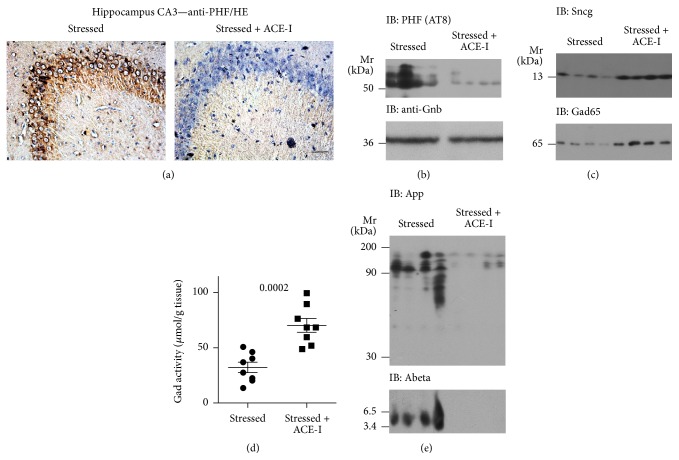
Treatment with the brain-penetrating* ACE* inhibitor captopril retarded signs of neurodegeneration induced by chronic mild stress. (a) Immunohistological detection of hyperphosphorylated tau protein with anti-PHF antibody in hippocampal CA3 neurons of a stressed rat without treatment (left panel) relative to a stressed rat treated with the* ACE* inhibitor captopril (Stressed + ACE-I) during the stress protocol (right panel); bar: 40 *μ*m. Immunohistological experiments are representative of 4 rats/group. (b) Immunoblot detection of hyperphosphorylated tau protein (IB: PHF (AT8)) in hippocampal extracts of stressed rats without treatment relative to stressed rats treated with the* ACE* inhibitor captopril (Stressed + ACE-I) during the stress protocol (*n* = 4/group). (c) Immunoblot detection of Sncg (upper panel) and Gad65 (lower panel) in hippocampal extracts of stressed rats without treatment relative to stressed rats with* ACE* inhibitor (Stressed + ACE-I) treatment (*n* = 4/group). (d) Hippocampal Gad activity of stressed rats without treatment relative to stressed rats treated with the* ACE* inhibitor (Stressed + ACE-I) captopril (*n* = 8/group; *P* = 0.0002). (e) Immunoblot detection of the amyloid beta (A4) precursor protein, App (IB: App; upper panel), and *β*-amyloid (IB: Abeta; lower panel) in hippocampal extracts of stressed rats without treatment relative to stressed rats treated with the* ACE* inhibitor captopril (Stressed + ACE-I) during the stress protocol (*n* = 4/group).

How the deposited data were processed for this re-analysis (not part of the article)

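The samples were 4 arrays of total hippocampal RNA from aged male Wistar rats, 2 from rats stressed for 4 weeks and 2 from nonstressed controls, each a pool of 3 rats. The authors hybridized the RNA to Affymetrix rat genome arrays and made the deposited signal intensities with GCOS 1.4, scaled so that the mean of each array was the same after trimming 2% of the values at each end. The deposited intensities were on a linear scale, with 1 probe set at 0 on each of 3 arrays and none at 0 on the other. The values state no normalization between arrays beyond this scaling, and none was added for the reported results. No detection calls, scanner values or probe sequences were used here. Median signals and the share of probe sets at a signal of at least 100, 46.5% to 46.8% per array, were checked before testing. The number of arrays limits the precision.

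From these values the log2 signal was computed, with zeros set to 0.1. The 57 Affymetrix control probe sets were left out of the tests and used as checks. Of the other 31042 probe sets, 14791 with a signal of at least 100 on at least 2 arrays were tested, and 16251 were not. The platform annotation assigned 1 gene to 20826 probe sets, several genes to 436 and none to 9780. Through the gene identifiers, 20758 of the symbols were matched to a RefSeq table of the assembly GRCr8, used for names only, which gave 14217 distinct genes.

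Stressed rats were compared with nonstressed controls by limma 3.58.1 in R 4.3.3, with an intensity trend in the moderation of the spread and no replicate block. Benjamini-Hochberg adjusted p under 0.05 over all tested probe sets was the main threshold, and at least 2-fold with unadjusted p under 0.05 was applied separately as the study's thresholds. The filter on dim probe sets stood in for the study's condition of a present call and/or a signal of at least 100. The moderated test had 7.73 degrees of freedom. Tables and plots were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

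There were 33 gene lists, each counted with 1 probe set per gene, the tested one with the highest mean log2 signal. They covered the renin-angiotensin system, microtubules and the neuronal cytoskeleton, kinesins and axonal transport, presynaptic vesicle release, the postsynaptic scaffold, glutamate receptors, glutamate clearance and metabolism, GABA signalling, interneuron markers, glucocorticoid-responsive genes, immediate early genes, neurotrophins and growth factors, amyloid precursor processing, tau kinases and phosphatases, the unfolded protein response, oxidative phosphorylation, ribosomal proteins and inflammatory cytokines. Markers of astrocytes, microglia, oligodendrocytes, endothelial and mural cells, choroid plexus, meninges, blood cells, thalamus, striatum, cortex layers, dentate gyrus, CA1, CA3 and CA2, and neural progenitors, and reference genes, completed them. The 32 lists with at least 5 tested genes were compared with the other genes by limma camera with a preset correlation of 0.01 between genes, and again with an estimated correlation. No set test was run on the genes of Fig. 3, since the study chose them on these samples.

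The genes named in the text were those the paper names or shows in Fig. 3, the 10 with the largest rise and the 10 with the largest fall among those past adjusted p under 0.05, and the 4 of each list with the smallest p. The largest changes were taken among probe sets with a single gene name, a signal of at least 50 on all arrays and no overlap between the groups. Other names are marked as chosen after their values were seen.

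The comparison was tested on simulated data of the same size, with 200 of 14791 probe sets changed in each of 10 runs. At adjusted p under 0.05 it called 61.7% of the probe sets changed 1.5-fold, 94% of those changed 2-fold and 99.2% of those changed 3-fold, and 4.6% of its calls were false. The study's thresholds called 0.45%, 49.93% and 100% of them. A simulated shifted list was called in 10 of 10 runs. These runs do not show how often list medians as small as -0.10 or 0.09 would be found. The arrays gave 3515 calls, many more than the 200 simulated changes, so the share of false calls need not hold for them.

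The alternatives were quantile normalization, median centring, no filter on dim probe sets, a mean signal of at least 100, a signal of at least 200 on 2 arrays, an offset of 50, signals below 50 raised to 50, moderation without an intensity trend, the test the methods name on log2 and on linear signals, the replicate number as a block, each array left out in turn, a threshold of 1.5-fold, the mean of all probe sets of a gene, and the estimated correlation. A crossed pairing of the arrays and counts by any tested probe set of a gene were added after seeing the data.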

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

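The tests of compressed bright signals, separate processing, vessel cells and other splits of the arrays were chosen after the results were seen, and the others were planned.

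On the arrays the paper reports falls of neuron-specific genes at its thresholds, where 12 of 191 neuronal genes were lower and none was higher by limma or by the methods' own test. Over all probe sets and without a fold threshold, which the paper does not describe, 1771 of the 3515 that passed adjusted p under 0.05 in limma were higher in stressed rats. The 4 arrays can be split into 2 against 2 in 3 ways, too few for a share under 0.05. The real split, 1 of the 3, gave 3515 calls and the highest other split 0. At unadjusted p under 0.05 there were 5616 probe sets against 43 and 108. Each other split puts 1 stressed and 1 control array on each side, so the difference between the groups adds to the spread and lowers the calls. These splits therefore do not show how many calls to expect without an effect, and no conclusion is drawn from them.

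At the genes of Fig. 3, the fall at the probe set shown had a median of -1.27. The 13 other tested probe sets of the same genes had a median of -0.08, and none fell by as much. Of these 8 did not pass, and 2 rose, the brighter ones of Map2 by 0.39 and of Pkp4 by 0.30. A further 3 fell by less, those of Homer1 (-0.39), Vdac1 (-0.38) and Kif5c (-0.22). The tables argue against array scaling, since at least 17 of the 19 were lower at the study's thresholds after quantile normalization and after median centring, and against fewer neurons in the tissue as the whole cause. Fewer neurons would raise the markers of the other cell types alike, but these moved apart, with a median of 0.29 for endothelial and mural markers (mean 0.20, standard error 0.074), 0.04 for astrocytes, -0.04 for oligodendrocytes and -0.11 for microglia (mean -0.08, standard error 0.052). A change of the vessel cells stays open. Compression of bright signals would leave a fall at other probe sets of moderate signal of the genes that fell 2-fold. However, those with a mean signal under 1000 had a median of -0.041 (standard error of the mean 0.037). Probe sets of the same gene are not independent, so this error may be too small. A loss of whole transcripts would lower the other probe sets of the Fig. 3 genes, whose median was -0.08. The 8 genes without another tested probe set, Cplx2, Gad2, Axin2, Kif1b, Sncg, Pdlim5, Homer2 and Grin3a, stay open to a loss of the whole transcript, and Homer1, Vdac1 and Kif5c to a partial one. Neto2 and Kif3a stay open too, as their other probe sets were dimmer, with control means of 116.85 and 214.1 against 247.0 and 433.25 in Fig. 3. For Map2 the brighter probe set rose, but the paper reports a fall by qRT-PCR and less protein in CA1 neurons, so it also stays open. Separate processing of the groups cannot be told apart from an effect of stress, in part on single transcript variants. No batch is stated, and the spike-ins differed between the groups. The poly-A spike-ins, added before labelling, were lower in stressed arrays at 20 of 20 probe sets (median -0.46, largest difference within a group 0.39). The hybridisation spike-ins were higher at 16 of 16 (median 0.32). The 3' to 5' ratio of Actb was higher on the stressed arrays (7.82 and 7.66 against 6.67 and 6.20). That of Gapdh was not (2.12 and 2.16 against 2.14 and 2.25).

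The paper reports Ace by qRT-PCR, and on the arrays both probe sets of Ace rose. The signal of the dimmer one was 141.5 ± 13.9 (SD, n = 2) in stressed rats and 56.15 ± 10.4 in nonstressed controls (log2 fold change 1.34, standard error 0.19, adjusted p = 0.00262 from limma). That of the brighter one was 256.95 ± 5.59 and 185.1 ± 3.54 (log2 fold change 0.47, standard error 0.10, adjusted p = 0.0135 from limma), and this call was lost without stressed replicate 1, control replicate 1 or control replicate 2 (adjusted p up to 0.0685). Markers of tissues that border the hippocampus or run through it shifted as well. Of 21 choroid plexus markers 13 rose and none fell at adjusted p under 0.05 from limma. At that adjusted p the methods' own test called none in either direction. When adjusted over the list alone 15 rose and 1 fell, and at unadjusted p under 0.05, 15 were higher and 1 lower. The list had a median of 0.35 (camera adjusted p = 1.96e-06, but 0.643 with an estimated correlation). The 4 with the smallest p were Sostdc1 (0.88), F5 (1.17), Enpp2 (0.34) and Cldn2 (1.20). With moderation without an intensity trend 1 of the choroid plexus markers fell. Of 23 endothelial and mural markers 10 rose and 2 fell (11 and 2 when adjusted over the list alone; median 0.29, camera adjusted p = 0.0122, but 0.643 with an estimated correlation), among them Slco1a4 (0.33), Slc2a1 (0.32) and Vwf (0.60, not without control replicate 2). Of these markers 6, 4, 4 and 3 rose and 1, 1, 3 and none fell without stressed replicate 1, stressed replicate 2, control replicate 1 and control replicate 2. Of 14 markers of meninges and connective tissue 9 fell and 2 rose (10 and 2 when adjusted over the list alone; median -0.51, camera adjusted p = 0.0101, but 0.643 with an estimated correlation), among them Slc6a20a (-0.94), Dcn (-0.70), Col1a2 (-0.75) and Ptgds (-0.44), and 1 rose in each removal of an array. Enpp2 and Igf2 of the choroid plexus list, Cspg4 and Anpep of the endothelial list and Igf2 and Dcn of the meningeal list also stand in other lists.

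On the arrays, a larger share of vessel cells in the stressed tissue cannot be told apart from a rise of Ace in other cells at either probe set. By immunohistology the paper reports more Ace protein in CA3 neurons of a stressed rat, which the arrays cannot test. The endothelial and mural markers had a median of 0.29 (standard error of the mean 0.074), and the highest of them, Flt1, rose by 0.87, a call lost without control replicate 2 (adjusted p = 0.0537). The dimmer Ace probe set, at 1.34, has control signals under the minimum of 100. Its log2 fold change less 2 standard errors was 0.97, above every marker, but 0.62 with an offset of 50, 0.73 without stressed replicate 1 and 0.76 without control replicate 1, where Flt1 was at 0.69, 1.01 and 1.04. The brighter one, at 0.47, was below Flt1. More choroid plexus in the dissected tissue of stressed rats may contribute and cannot be told apart from a rise of Ace within the hippocampus. The median of 0.35 lies between the bounds set for the test, and Ttr, the most abundant marker, was 12465 against 10394 (log2 fold change 0.27, adjusted p = 0.0579 from limma). An effect of stress on Ace stays among the open explanations, and whether hippocampal cells themselves express these markers was not tested.

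Interneuron markers, a list the paper does not discuss, shifted down with a median of -0.10 (camera adjusted p = 0.0122), but not with an estimated correlation (0.643) or without stressed replicate 2 (0.0642). The interneuron list included Gad2, which the study chose on these samples for its fall, and was not tested without it. Dentate gyrus markers shifted up with a median of 0.09 and a mean of 0.24 (camera adjusted p = 0.0442). Dsp, Maml2, Dgkh and Sema5a were higher by 0.91, 0.44, 0.42 and 0.39 (4 of 10, and 4 when adjusted over the list alone). None was lower at its brightest probe set by limma or at unadjusted p under 0.05, while another probe set of Dgkh fell by 0.63. At adjusted p under 0.05 the methods' own test called none in either direction. This shift did not pass with an estimated correlation (adjusted p = 0.643), no filter on dim probe sets (0.158), a signal of at least 200 on 2 arrays (0.112), the mean of all probe sets of a gene (0.127) or the replicate number as a block (0.0731), nor without stressed replicate 1 (0.105), stressed replicate 2 (0.0526), control replicate 1 (0.0714) or control replicate 2 (0.061). Among glutamate receptor genes that the paper does not name, Grin2b had a log2 fold change of -2.18 and Grm5 one of -1.55.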

How the results depend on the processing

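The crossed pairing and the counts by any tested probe set were chosen after seeing the data, and the other alternatives were planned. No called probe set named in the text and no list shift changed direction in the alternatives that test them. Of 221 list genes called at the brightest probe set, 3 were called the other way with the mean of all probe sets, Map2 (0.39 and -0.71), Pkp4 (0.30 and -0.50) and Kif5a (0.27 and -0.25), the last named after its values were seen.

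Of the 3515 probe sets called at adjusted p under 0.05, 3441 were called in the same direction after quantile normalization, 3488 after median centring, 3510 with an offset of 50 and 3503 with signals below 50 raised to 50. Of the 153 named probe sets called, at least 150 were called again under each of these, and at a mean signal of at least 100. Without an intensity trend 2147 probe sets were called (1000 higher, 1147 lower), 11 neuronal genes rose and 23 fell, and 123 named probe sets were called. The methods' t-test called 18 at adjusted p on log2 signals (4 higher, 14 lower) and 16 on linear signals (4 and 12). In each, 1 probe set of Fig. 3 was called, 0 genes of any list rose and 1 fell, a neuronal one, and 2 named probe sets were called. The t-tests give no camera shift. The cause was not tested in these cases.

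At the study's thresholds 236 probe sets were called (32 higher, 204 lower). With no filter, which drops the study's condition on calls and signals, 1243 were called (680 higher, 563 lower), as more dim probe sets were tested. In this setting 27 neuronal genes rose at adjusted p and 138 of the 153 named calls were made. At a signal of at least 200 on 2 arrays, where fewer were tested, 148 were called, 10 of them higher. With an offset of 50, which shrinks the folds of dim probe sets, 122 were called (8 higher, 114 lower), 10 of them from Fig. 3. At 1.5-fold 250 were higher and 613 lower. By any tested probe set of a gene, 19 neuronal genes were lower at the study's thresholds and none was higher. At adjusted p under 0.05, 51 rose and 55 fell by any tested probe set, with 5 genes in both counts.

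With the replicate number as a block 2672 probe sets were called (1281 higher, 1391 lower) and 27 neuronal genes rose. The dentate gyrus shift (adjusted p = 0.0731; 0.0402 to 0.643 over the alternatives) and 16 of 153 named calls were lost, and no other shift. The paper does not pair the arrays, and the deviations of same-numbered arrays correlated at -0.11. With crossed pairs 4039 probe sets were called (2069 higher, 1970 lower).

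With 1 array left out, the lone array of a group is assumed to vary like the other group, and fewer arrays give less power. Calls at adjusted p ranged from 1441 (without control replicate 2; 1727 without control replicate 1) to 2490 (without stressed replicate 1), the higher from 650 to 1148 and the lower from 791 to 1342. Of the named calls 134, 130, 120 and 112 were made without stressed replicate 1, stressed replicate 2, control replicate 1 and control replicate 2. Neuronal genes that rose ranged from 18 (without stressed replicate 1; 20 and 19 without control replicates 1 and 2) to 33. Shifted lists ranged from 3 (without stressed replicate 2, without the interneuron shift at adjusted p = 0.0642; 0.00197 to 0.643 over the alternatives) to 5. With an estimated correlation 0 of 32 lists passed adjusted p under 0.05 by camera, against 5 with the preset one, and 1 passed at unadjusted p under 0.05. The choroid plexus, endothelial and meningeal shifts passed in every other alternative that gives one. Activity-regulated genes shifted at a signal of at least 200 (adjusted p = 0.0392), and oxidative phosphorylation without stressed replicate 1 (0.0488) or control replicate 1 (0.0315).

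Signal over background limits the reach of the arrays, as 16251 probe sets were too dim to be tested.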

Differences from the paper's values

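No comparison in this part used a test chosen after seeing the values. The paper's value for Ace is from qRT-PCR, 2.72 ± 0.43-fold (SD). The array fold of the brighter probe set of Ace was 1.39, and none of the alternatives set before the data were examined brings it within the SD of the paper's value (1.31 to 1.41). The dimmer probe set had 2.54-fold, which falls within the SD of the paper's value, as it does under the alternatives that tested it except the offset of 50, with 1.81-fold, and the removal of control replicate 1, with 2.22-fold.

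The paper's ratio for Map2 by qRT-PCR was about 0.30 in Fig. 3(d), read by eye. That of the brighter probe set of Map2 on the arrays was 1.31, and no alternative brings it near the paper's (1.30 to 1.32). The dimmer one, shown in Fig. 3(a), had a ratio of 0.285, and 0.267 to 0.314 under the alternatives, near the paper's. The value read by eye has no error, so a difference was not tested.

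The legend of Fig. 3 states that all of its probe sets fell by 2-fold or more. By limma 17 of the 19 did, and all 19 were lower at adjusted p under 0.05. Axin2 and Homer1, each with a fold of 0.501 of the control signal from the log2 signals, fell just short of it, while their ratios of mean signals were 0.499. Both reach it after quantile normalization, with the methods' t-test on linear signals and without control replicate 1. Axin2 alone reaches it without stressed replicate 1 and Homer1 alone without stressed replicate 2.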

Other observations

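The values of the spike-ins, of the 3' to 5' ratios, of the other probe sets of the genes that fell and of the signal ranges were looked at only after the results were seen, and the lists and genes named by the paper were planned.

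The receptor genes Agtr1a and Agtr1b, with mean signals of 7.45 to 21.5, were too dim to be tested. Cspg4 rose by 0.60 (adjusted p = 0.0347 from limma), a call lost in the removal of any array (adjusted p up to 0.157). Of 3 probe sets of Gnb1, 1 fell by 0.33 (adjusted p = 0.00888 from limma). This fall did not pass without an intensity trend or without control replicate 2. The other probe sets of Gnb1, at -0.17 and -0.05, did not pass. The control probe sets of Gapdh had log2 ratios of 0.05, 0.09 and 0.05, and those of Actb -0.56, -0.83 and -1.0. The 3' to 5' ratio of Actb was 7.82 and 7.66 on the stressed arrays and 6.67 and 6.20 on the control arrays, and that of Gapdh 2.12, 2.16, 2.14 and 2.25.

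Of 7 tested genes of the renin-angiotensin system, Ace and Ctsd rose (0.47 and 0.23; 2 also when adjusted over the list alone) and none fell by limma or at unadjusted p under 0.05, while 1 fell with the mean of all probe sets or by any tested probe set. Neither rise passed without stressed replicate 1, control replicate 1 or control replicate 2. That of Ctsd was also lost after median centring, with no filter on dim probe sets, without an intensity trend and with the replicate number as a block. The list did not shift (camera adjusted p = 0.295; median 0.09). Of 28 glucocorticoid-responsive genes 1 rose (Nfkbia) and 2 fell, Sult1a1 by 0.32 and Ddit4 by 0.22 (1 and 1 when adjusted over the list alone; camera adjusted p = 0.835). The median of this list was -0.02 and its mean 0.01. Rises numbered 2 without stressed replicate 1 and none in the other removals, and falls 1 without stressed replicate 1 or control replicate 1 and none without control replicate 2. Of 19 neurotrophins and growth factors 6 rose and 2 fell (6 and 2 when adjusted over the list alone; camera adjusted p = 0.172; median 0.08), with Fgfr2, Igf1r and Ntrk2 higher by 0.51, 0.44 and 0.38. Of 49 genes of oxidative phosphorylation 7 fell, and 7 when adjusted over the list alone. Cox7b and Ndufv2 fell by 0.30 each, the latter not without an intensity trend and not without control replicate 2. No gene of the list rose by limma (1 after quantile normalization). At unadjusted p under 0.05, 2 were higher and 12 lower (camera adjusted p = 0.0989; median -0.04). The falls numbered 4 without control replicate 1 and 2 without control replicate 2. Of 36 ribosomal protein genes 1 rose and 2 fell (1 and none when adjusted over the list alone; camera adjusted p = 0.42; median -0.03), with 1 rise and 1 fall without stressed replicate 1 and none in the other removals. Of 4 tested blood cell markers, too few for camera, S100a8 and S100a9 rose by 1.06 and 0.75 (2 also when adjusted over the list alone; median 0.34), the latter not without control replicate 2 (adjusted p = 0.0626). None of the others fell by limma or at unadjusted p under 0.05, and 1 fell without control replicate 2. The methods' own test called no gene of these lists in either direction at adjusted p under 0.05.

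Markers of thalamus, striatum, cortex layers, CA1, CA3 and CA2, and neural progenitors did not shift. Of 13 thalamus markers 2 rose and 1 fell (2 and 1 when adjusted over the list alone; camera adjusted p = 0.912), no rise passed in any removal of an array, and the fall passed only without stressed replicate 1. Of 9 striatum markers 1 rose and 3 fell (1 and 3 when adjusted over the list alone; 0.687), the rise in no removal and 1 fall without control replicate 1. Of 9 cortex layer markers 3 rose and 1 fell (3 and 2 when adjusted over the list alone; 0.815), and Rorb had a log2 fold change of -1.12. Of 9 CA1 markers 2 rose and 3 fell (3 and 4 when adjusted over the list alone; 0.582), with Pou3f1 lower by 0.55 and 1 rise without either control replicate. Of 13 CA3 and CA2 markers 3 rose and 4 fell (4 and 6 when adjusted over the list alone; 0.61), but only 1 rose without stressed replicate 1 and none in the other removals, and 2 fell without either control replicate. Of 13 markers of neural progenitors and immature neurons 2 rose and 2 fell (2 and 2 when adjusted over the list alone; 0.744), with Ccnd2 lower by 0.70 and Ncam1 higher by 0.29. No gene rose without stressed replicate 1 or control replicate 1 and 1 did in the other removals, and 1 fell without stressed replicate 1, stressed replicate 2 or control replicate 2. The median log2 fold changes of these lists were 0.00, -0.05, 0.03, -0.05, -0.12 and -0.05, and the mean of the cortex list was -0.02. Of 11 reference genes 2 rose, Pgk1 by 0.57 and Gusb by 0.59, and 2 fell, Hprt1 by 0.24 and Ywhaz by 0.19, a call lost in the removal of any array (2 and 2 when adjusted over the list alone; camera adjusted p = 0.81). The median of the reference genes was -0.01 and their mean 0.08, with 1 rise and 1 fall without stressed replicate 1, stressed replicate 2 or control replicate 2 and no fall without control replicate 1.

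The split between probe sets of a gene was not limited to Fig. 3. The genes with a probe set lower at the study's thresholds had 133 other tested probe sets in 95 genes, of which 31 fell and 18 rose. Their median log2 fold change was -0.035 (standard error of the mean 0.03). Of them 23.3% fell, against 11.8% of all tested probe sets. Across 1871 genes with at least 2 tested probe sets, which are not independent replicates, the log2 fold changes of a pair of probe sets correlated with a Pearson r of 0.14, and 96 genes had a probe set that rose and another that fell. The share of probe sets lower at the study's thresholds was 2.97% among probe sets with mean signals up to 165 and 0.372% among those above 1040.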
